A study of Danio rerio with 12 samples. Its data were reported in "CTCF knockout in zebrafish induces alterations in regulatory landscapes and developmental gene expression" (2021).

How the data were processed

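The series held 12 ATAC-seq libraries of zebrafish embryos, in 6 groups of 2 biological replicates: wild-type (WT) and ctcf mutant embryos at 24 h post fertilization (hpf), at 48 hpf, and at 48 hpf after injection of a morpholino against tp53. Each library came from a single embryo, as the paper states. Morpholinos are antisense oligonucleotides that block the translation or splicing of a transcript, and this one was injected at the one-cell stage. Each pair of groups of the same stage and injection is called a stratum here, which gives 3 strata.

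The authors aligned the reads to GRCz10 (danRer10) with Bowtie2 2.3.5, removed pairs that mapped far apart, moved the read ends to the Tn5 cutting site as is usual for ATAC-seq, handled files with SAMtools 1.9 and called peaks in each library with MACS2 2.1.1.20160309. The deposited files list, for each library, every peak with its position, its fold enrichment over the local background as the authors' MACS2 run gave it, its −log10 p and −log10 q, and the offset of its summit. These values are relative to the background of 1 library and rise with sequencing depth, so they were used to order the peaks within a list, and were set side by side between libraries only where list quality is weighed. The lists give no read counts, so the depth of each library cannot be read from them, and no interval for counting error was computed.

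The lists were not made alike. Those at 24 hpf held 304595 to 515298 peaks and reached down to a −log10 p of 1.30 (lowest −log10 q 0.159), whereas those at 48 hpf held 137454 to 253197 peaks and ended at a −log10 q of 1.30 to 1.62. The peak names of the 4 uninjected libraries at 48 hpf carried the word nucfree, and their shortest peaks were 71 to 73 bp, against 100 bp in the other 8 lists. Stage and injection were therefore mixed with processing, while the WT and mutant lists of a stratum were processed alike as far as the files show. No pair of lists shared more than 0.123% of its peak intervals exactly, so no list was a copy of another.

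Because list lengths differed, each list was ordered by −log10 p (ties by fold, then by position), and the top 50000 peaks on chromosomes 1 to 25 were taken as its open set. At rank 50000 the −log10 p was 9.47 to 26.3, and at rank 100000 the −log10 q was 3.81 to 12.2. The 12 open sets were merged into 98146 regions (median length 454 bp, 48.4 Mb in all), and a region was open in a library if a top 50000 peak overlapped it by at least 1 bp. A region was called decreased if it was open in both WT libraries of a stratum and touched by no top 100000 peak of either mutant library, increased in the reverse case, and shared if open in all 4 libraries. Coordinates are GRCz10, counted from 1, with both ends included. Since every library contributed the same number of peaks, the changes describe which regions were among the most accessible ones and not total accessibility.

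With 2 libraries against 2, a permutation of labels cannot give a two-sided p under 0.333, so the same counts in the other 2 splits of the 4 libraries served as background. Changed regions were tested over the 3 strata together (27 combinations of splits) and with 4 WT against 4 mutant libraries at 48 hpf (35 splits), both as exact one-sided permutation tests. Regions called at 48 hpf without injection were then followed in the 8 libraries that had not defined them, with a two-sided exact permutation test over 36 assignments of genotype. Regions gained or lost by WT from 24 to 48 hpf were defined by the same rule. Decreased regions within 30 kb of one another were joined, and clusters of at least 5 were counted against 1000 random draws of the regions open in both WT libraries.

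For larger segments, open regions were counted in 6601 windows of 200 kb. The log2 of the count plus 1 was fitted with limma 3.58.1 (R 4.3.3) as 6 group means over the 5487 windows with a mean of at least 3 open regions, with mutant against WT in each stratum and the differences of these effects between strata as contrasts, and a Benjamini-Hochberg adjusted p under 0.05 as threshold. Named regions are the 5 decreased and 5 increased ones of each stratum with the best mean rank in the group where they were open. Their states in the 4 libraries of that stratum thus follow from the rule, and a region that was not open can still be listed at a lower rank. Named windows are the 8 with the largest fall and the 5 with the largest rise past the threshold, or all where fewer passed. These rules, the tests and most alternative settings were fixed before the data were examined. Replicate numbers 1 and 2 occur in every group, but windows of same-numbered libraries showed a median correlation of −0.0167 (−0.0751 to 0.107 over 15 pairs of groups), so the numbers were not taken as pairs. Other computations used Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.

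The procedures were tested on simulated data. All 200 decreased and all 200 increased regions planted in simulated lists were recovered, with 0 false calls. The planted regions were strong and taken out of the closed lists entirely, with little noise and equal list quality. Real decreased regions lay nearer the cut (median mean WT rank 32278 at 48 hpf), and real mutant lists were poorer. The simulation thus checks the rule itself and not its recovery in lists like these. Of 50 simulated windows at each size, 46% were recovered at a change of 1.5 times, 90% at 2 times and 100% at 3 and 4 times. There were 5 false calls over all sizes together.

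Alternatives were other list lengths (top 25000, top 100000, whole lists), no margin between the ranks for open and absent, ranking by fold, fixed windows of 200 bp around summits, a larger overlap, all sequences, other window sizes, filters and models, and leaving out each library in turn. A genome sequence and gene annotation of GRCz10 were not used here, so motifs, distances to promoters, gene lists and the ctcf locus, all planned, were not analysed, and what lies in each named region or window is not analysed here.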

Results

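Chromatin accessibility was profiled by ATAC-seq, in which the transposase Tn5 cuts and tags open DNA, in zebrafish embryos lacking ctcf and in WT embryos. CTCF is a zinc-finger protein that binds DNA and, together with cohesin, shapes chromatin domains. The 12 libraries comprised 2 WT and 2 mutant embryos at each of 24 hpf, 48 hpf and 48 hpf after injection of a tp53 morpholino, which knocks down the stress-response factor p53. Peak lists held 137454 to 515298 peaks per library, and give no read counts. Over the 12 equal-sized open sets, 98146 regions were open in at least 1 library, 20578 in all 12 and 19934 in 1 library only, with 47826 to 49737 open regions per library.

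To see how far the genotypes differed as a whole, the open regions of each pair of libraries were compared. At 24 hpf, 71.4% of the regions open in either WT replicate were open in both, against 60.3% for the mutant replicates and 62.1% ± 1.92 (SD, n = 4 pairs) between WT and mutant. Pairs between genotypes (59.3% to 63.5%) thus shared about as much as the mutant replicates and less than the WT replicates. At 48 hpf, replicates shared 77.5% in WT and 66.3% in mutants, whereas pairs of WT and mutant shared 55.2% ± 2.94 (SD, n = 4 pairs, 52.4% to 58.2%). After injection the values were 74.9%, 66.7% and 54.4% ± 2.24 (SD, n = 4 pairs, 51.7% to 57.0%). In both strata at 48 hpf, every pair of WT and mutant libraries shared less than either pair of replicates.

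At 24 hpf, decreased regions already outnumbered increased ones. 1489 regions were decreased, which is 3.60% of the 41391 regions open in both WT libraries, and 96 were increased, 0.257% of the 37328 open in both mutants. 31662 regions were open in all 4 libraries. The size of this imbalance depends on the rule: increased regions had to be open in both mutants, which shared less (60.3%) than the WT replicates (71.4%). The 4 pairs of 1 WT and 1 mutant list gave 4010 to 4926 decreased and 1905 to 2954 increased regions, a smaller imbalance. The other 2 splits of the 4 libraries, whose sides are interchangeable, gave 35, 55, 84 and 101 regions on a side, so the increased regions did not exceed their background. The decreased region on chromosome 22 from 38421661 to 38422187 ranked 1454 and 3912 in the WT lists at 24 hpf. It was open in 6 of 6 WT and 0 of 6 mutant libraries of the series, as were regions on chromosome 16 from 12108679 to 12109041, on chromosome 15 from 34780666 to 34781146 and on chromosome 19 from 7877344 to 7877808. In the order given, they were still listed in 5, 5, 3 and 3 of the 6 whole mutant lists. A region on chromosome 3 from 96293 to 96753 behaved otherwise: it was absent from the whole lists of both mutants at 24 hpf but open in all 4 mutant libraries at 48 hpf. Among the increased regions, that on chromosome 19 from 12376932 to 12377405 was open in 0 of 6 WT and 5 of 6 mutant libraries. The other 4 named increased regions lay on chromosome 22, from 6532560 to 6533093, from 6621153 to 6621894, from 8277177 to 8277715 and from 30060441 to 30061234, and all 4 were open in both WT libraries at 48 hpf. In all, 19 of the 96 increased regions were on chromosome 22, and 5 of the 96 belonged to runs of neighbouring strong regions that several whole lists lacked, among them those at 6532560, 6621153 and 8277177. With 2 libraries on each side no two-sided permutation p under 0.333 was possible, and leaving out 1 library, which relaxes the rule, gave 2322 to 2582 decreased and 256 to 1185 increased regions.

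At 48 hpf more regions were decreased than at 24 hpf, but with whole lists fewer (31997 against 38099), and WT and mutant lists lay further apart in −log10 p at rank 50000 (by 4.64 to 12.1, against 0.858 to 2.06). 3339 regions were decreased, 7.79% of the 42858 open in both WT libraries, and 745 were increased, 1.94% of the 38495 open in both mutants, with 29360 shared. The other splits of these libraries gave at most 6 regions on a side. Decreased regions were narrower than shared ones (median 358 against 572 bp) and came more often from the weaker WT peaks: 1.5% of the regions with a mean WT rank up to 10000 were decreased (145 regions), against 15.9% of those ranked from 40000 to 50000. The region on chromosome 16 from 12108679 to 12109041, at ranks 622 and 199 of the WT lists, was open in 6 of 6 WT and 0 of 6 mutant libraries. The same held for the regions on chromosome 15 from 34780666 to 34781146 and on chromosome 18 from 46855269 to 46855762. Regions on chromosome 21 from 2334933 to 2335326 and on chromosome 13 from 46528458 to 46528848 were open in 6 of 6 WT libraries and in 1 and 2 of 6 mutant libraries. In the order given, these 5 regions were still listed in 5, 3, 6, 5 and 5 of the 6 whole mutant lists. That on chromosome 18 ranked 69116 to 164492 in them. The named increased regions lay on chromosome 7 from 3447753 to 3448188, on chromosome 18 from 39946804 to 39947123 and on chromosome 23 from 43720641 to 43721269, from 43722054 to 43722527 and from 43738256 to 43738694. All 5 were missing from the whole lists of both WT libraries at 48 hpf, and open in the other 4 WT libraries of the series. The 3 on chromosome 23 formed 1 run of 18.1 kb. Without 1 library the counts were 4022 (mutant replicate 2) to 5716 (mutant replicate 1) decreased and 1216 (WT replicate 1) to 2871 (mutant replicate 1) increased regions.

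Injection of the tp53 morpholino asks whether these changes depend on p53. In injected embryos 2980 regions were decreased in mutants, 7.02% of the 42477 open in both WT libraries, and 615 were increased, 1.56% of the 39305 open in both mutants. The other splits gave 14 to 29 regions on a side. Of the 5 named decreased regions, those on chromosomes 15 (34780666 to 34781146), 22 (38421661 to 38422187) and 1 (57885002 to 57885480) were open in 6 of 6 WT and 0 of 6 mutant libraries, and those on chromosomes 21 (2334933 to 2335326) and 10 (10421576 to 10422031) in 6 and 1. In this order, they were still listed in 3, 5, 3, 5 and 3 of the 6 whole mutant lists. The increased regions with the best ranks were on chromosome 19 from 12376932 to 12377405 and from 13871133 to 13871761, on chromosome 10 from 21597003 to 21597425, on chromosome 8 from 34876036 to 34876815 and on chromosome 5 from 59680865 to 59681210. They were open in 0, 2, 1, 1 and 2 of 6 WT libraries and in 5, 6, 4, 4 and 5 of 6 mutant libraries, in this order. Leaving out 1 library gave 4029 to 4937 decreased and 1027 to 2644 increased regions.

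**Figure D1:**
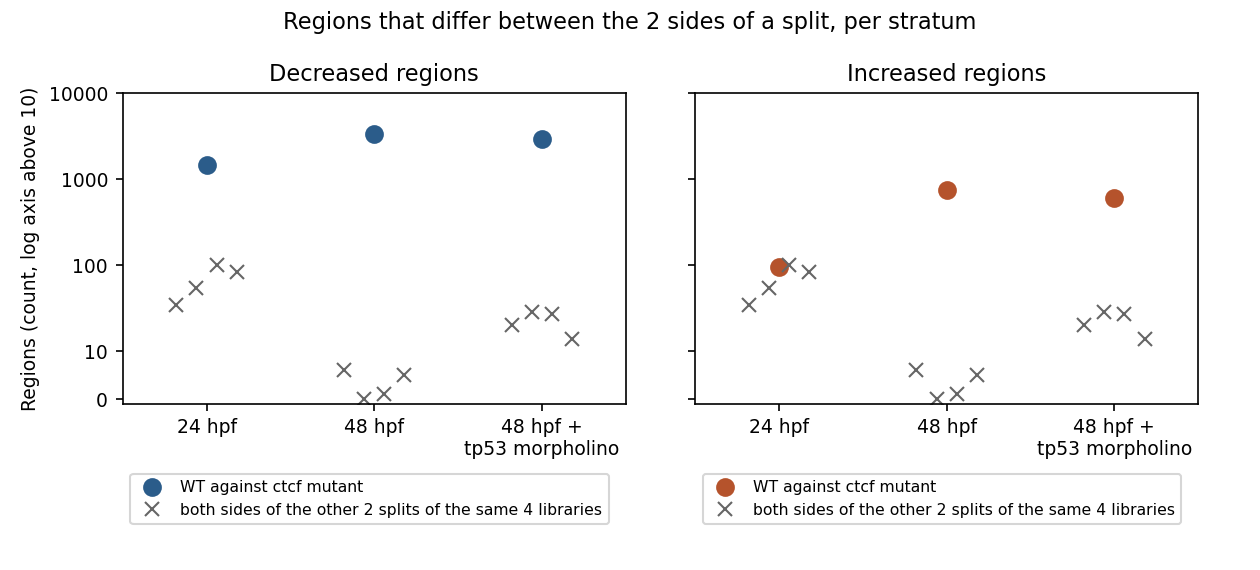
Decreased (left) and increased (right) regions in each stratum, as counts on an axis that is linear up to 10 and logarithmic above. Circles are WT against ctcf mutant and crosses both sides of the other 2 splits of the same 4 libraries, shown alike in both panels. Decreased regions (1489, 3339 and 2980) lie above their crosses in every stratum, while the 96 increased regions at 24 hpf lie under the highest of theirs (101).

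Over the 3 strata, the genotype split gave 9264 changed regions, the most of the 27 combinations of splits (exact permutation p = 0.037, one-sided, the smallest these combinations can give). The next combination, 7864, also kept the genotypes apart in part of the strata. With all 4 WT set against all 4 mutant libraries at 48 hpf, 1372 regions were decreased and 25 increased. The other splits of these 8 libraries gave at most 8 changed regions (exact permutation p = 0.0286, one-sided, the smallest that 35 splits can give). These splits exchange libraries between injected and uninjected embryos, which differed in processing. Exchange within each stratum only would leave fewer splits and a larger smallest p.

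The strata use separate embryos, but weaker WT peaks were called decreased more often in every stratum. At 24 hpf it was 0.229% of regions with a mean WT rank up to 10000, against 10.1% from 40000 to 50000. Overlaps above those of independent lists may thus come in part from rank, which was not matched here. Mutant lists also scored lower than WT lists in every stratum, which could remove the same weak regions. Of the regions decreased at 24 hpf, 836 (56.1%) were also decreased at 48 hpf, against 49.0 for independent lists among the 30340 regions that could be decreased at both stages, and 823 were also decreased in injected embryos, against 47.0. The uninjected and injected comparisons at 48 hpf shared 1372 decreased regions, 13.3 times as many as independent lists would. 589 regions were decreased in all 3 strata. Of the increased regions, 4 were shared between 24 and 48 hpf (against 0.124 for independent lists), 5 between 24 hpf and the injected stratum (against 0.177), 25 between both strata at 48 hpf (against 1.28) and 1 among all 3 strata. These overlaps are 32.2, 28.2 and 19.5 times those of independent lists, against 17.1, 17.5 and 13.3 times for decreased regions. They rest on few regions, however: 4.17%, 5.21% and 3.36% of the increased regions of the first stratum were shared. For decreased regions it was 56.1%, 55.3% and 41.1%. Few regions changed in opposite directions: 1 was decreased at 24 hpf and increased at 48 hpf, and 3 the reverse. For regions increased at 24 hpf, those 3 stand against the 4 that were increased at both stages. These overlaps are counts over regions, which are not replicates, and carry no p.

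The 3339 regions decreased at 48 hpf kept their direction in libraries that had not defined them. In injected embryos, 69.5% ± 2.08 of them were open in WT and 3.34% ± 0.0635 in mutants (SD, n = 2 each). At 24 hpf, 55.2% ± 0.0847 were open in WT and 6.96% ± 1.33 in mutants (SD, n = 2 each). The 745 increased regions showed the reverse, with 18.1% ± 0.57 in injected WT and 51.2% ± 2.18 in injected mutants, and 29.5% ± 1.71 and 44.4% ± 1.33 at 24 hpf (SD, n = 2 each). Averaged over both strata, WT minus mutant was 57.2 percentage points for decreased and −24.0 for increased regions (exact permutation p = 0.0556 for each, two-sided, the smallest that 36 assignments can give), so no p under 0.05 was possible. For increased regions the difference at 24 hpf fell to −7.35 points without mutant replicate 1 at 48 hpf and to −9.28 without replicate 2, from −14.9 with all libraries, and in injected embryos to −19.1 and −21.1, from −33.1.

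**Figure D2:**
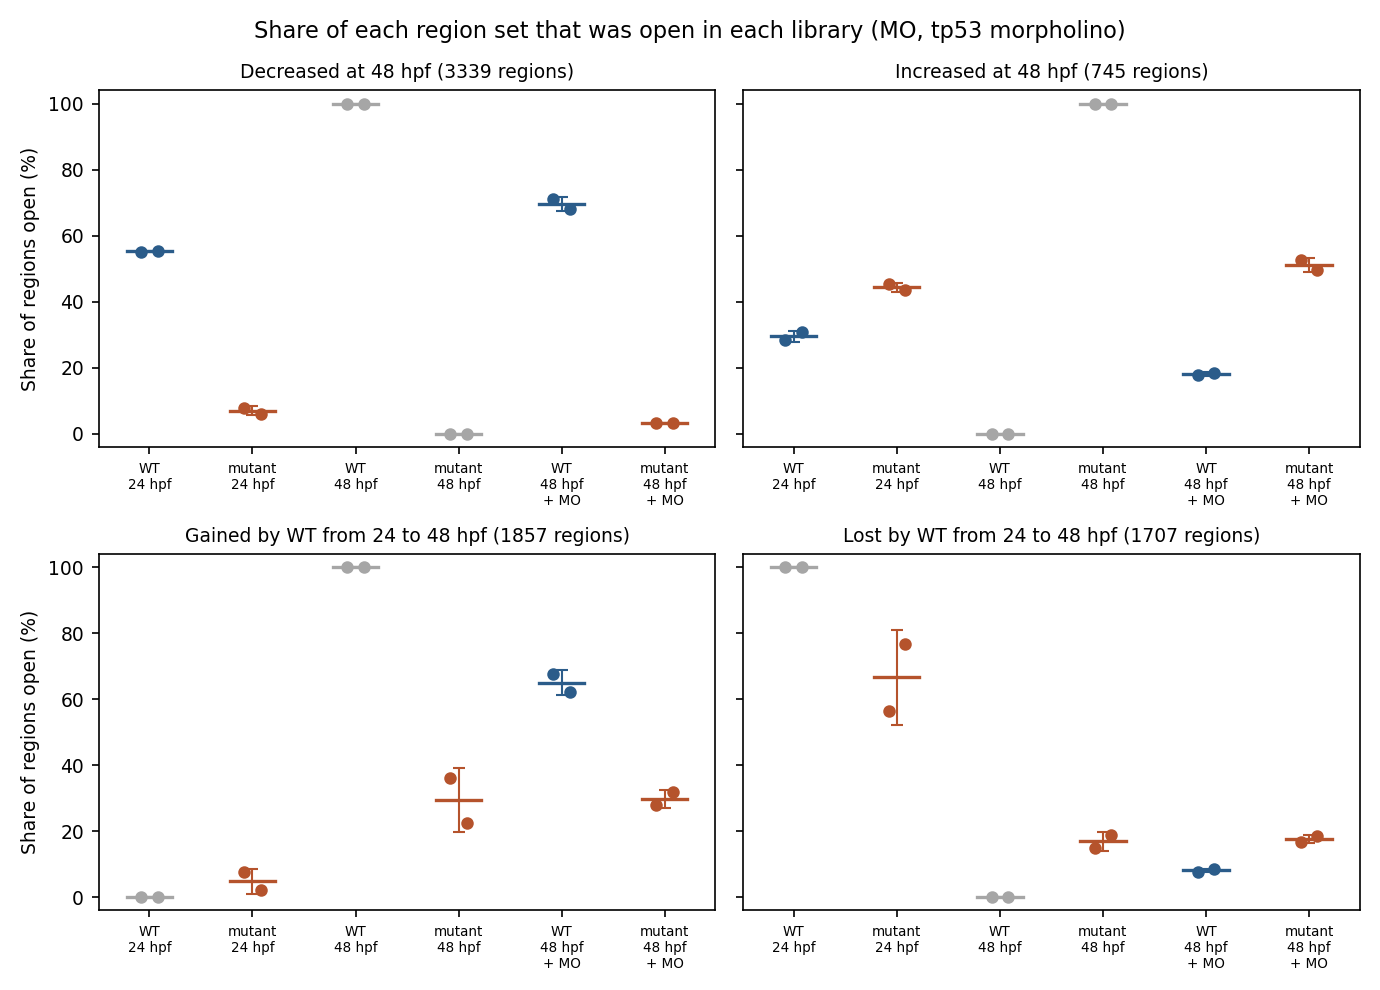
Share of 4 sets of regions (percent) that was open in each library, by group. Points are libraries, lines means and bars SD (n = 2 per group), with WT in blue, ctcf mutants in orange and the groups that defined a set in grey. Regions decreased at 48 hpf were open at 69.5% in injected WT and 3.34% in injected mutants.

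The state at 24 hpf parted the regions decreased at 48 hpf. 836 of the 3339 (25.04%) were already open in WT and closed in mutants at 24 hpf, and these were open at 88.0% ± 1.35 in injected WT and 0.359% ± 0.338 in injected mutants (SD, n = 2 each). A further 421 (12.6%) were absent from WT at 24 hpf, a difference in which stage and processing are mixed, and they were open at 43.2% ± 6.72 in injected WT and 4.87% ± 0.84 in injected mutants (SD, n = 2 each). Another 90 (2.70%) were open in both mutants at 24 hpf, with 68.9% ± 1.57 open in injected WT and 25.6% ± 4.71 in injected mutants (SD, n = 2 each). The remaining 1995 (59.7%), which met none of these rules, were open at 67.4% ± 2.55 and 3.41% ± 0 (SD, n = 2 each), and 3 regions are in both the 421 and the 90. The parts also differed in strength, with a median WT rank of 27579 for the 836, 36565 for the 421, 26885 for the 90 and 33532 for the 1995. Since the 836 were picked for the same difference in a second stratum, a wide gap in the third follows in part from the selection.

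**Figure D3:**
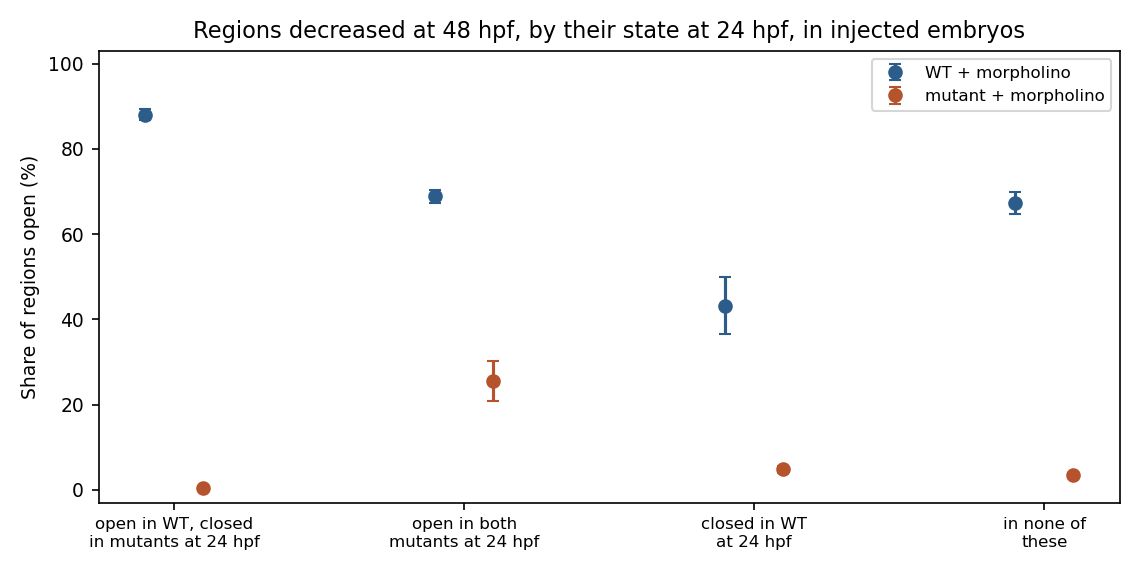
Share (percent) of regions decreased at 48 hpf that was open in injected WT (blue) and injected ctcf mutant (orange) embryos, by the state of the regions at 24 hpf. Points are means and bars SD over 2 libraries. The 836 regions already open in WT and closed in mutants at 24 hpf show the widest gap, 88.0% against 0.359%, in part through this selection.

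Whether mutants take up the WT change from 24 to 48 hpf was asked with regions that WT gained or lost between the stages. WT gained 1857 regions, of which 65.0% ± 3.77 were open in injected WT, against 29.4% ± 9.67 in uninjected and 29.9% ± 2.70 in injected mutants at 48 hpf and 4.87% ± 3.77 in mutants at 24 hpf (SD, n = 2 each). Of the 1707 regions that WT lost, 8.17% ± 0.539 were still open in injected WT, 16.9% ± 2.82 in uninjected and 17.7% ± 1.24 in injected mutants at 48 hpf, and 66.7% ± 14.4 in mutants at 24 hpf (SD, n = 2 each). Mutants as a group gained 505 and lost 712 regions between the stages. The other splits gave 40 to 92 regions on a side. Lists of the stages were called with different thresholds, and permuting 2 against 2 libraries gives no two-sided p under 0.333.

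The morpholino itself changed fewer regions than the genotype. In WT at 48 hpf, 332 regions were open in uninjected embryos and absent after injection, and 307 the reverse, while the other splits gave 0. In mutants the counts were 99 and 174, and the other splits gave 29, 45, 50 and 122 on a side, so the 99 stayed within their background. Peaks of the uninjected libraries at 48 hpf were named and sized differently from those of the injected ones, so injection and processing cannot be told apart here. Leaving out 1 library gave 626 to 866 and 565 to 831 regions in WT, and 317 to 1005 and 485 to 1479 in mutants.

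The study grouped lost elements by distance and reported that those without CTCF binding were strongly clustered around developmental genes. Clustering was examined here for the 3339 decreased regions, a smaller set called by another rule and not split by CTCF binding. The values therefore do not test the paper's finding. At a distance of 30 kb they formed 0 clusters of 5 or more and the longest chain held 4, while random draws of WT-open regions formed 0.764 such clusters on average (0 to 5 per draw). 17.3% of the decreased regions lay within 30 kb of another, against 19.3% in random draws (permutation p = 0.018, two-sided), and at 60 kb there were 3 clusters against 5.52. With draws matched on WT rank the share expected was 19.0% (permutation p = 0.0639), and at 15 kb the p was 0.324. Leaving out WT replicate 1, WT replicate 2 or mutant replicate 1 gave 2 clusters, and leaving out mutant replicate 2 gave 1.

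In windows of 200 kb, mutants had more open regions in 2 windows at 24 hpf and fewer in 0 (limma, adjusted p under 0.05 in 5487 windows), with 298 and 294 windows at an unadjusted p under 0.05. Both lay far apart: on chromosome 18 from 17.2 to 17.4 Mb, with 3 open regions in WT and 10 in mutants (log2 change 1.45, SE 0.19, adjusted p = 0.0109), and on chromosome 9 from 14.6 to 14.8 Mb, with 5.5 in WT and 13.5 in mutants (log2 change 1.16, SE 0.149, adjusted p = 0.0109). Each was higher in both mutants than in both WT libraries, but with whole lists the log2 changes turned to −0.37 and −0.08. The fit to the 4 libraries of this stage alone gave 0 windows with more open regions, and 0 had more open regions without WT replicate 1 or mutant replicate 1 at 24 hpf or without any 1 of the 4 mutant libraries at 48 hpf, while 9 had fewer without mutant replicate 2 at 24 hpf and 3 had more without WT replicate 2.

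At 48 hpf, 30 windows had more and 17 had fewer open regions in mutants (limma). The lowest adjusted p values were on chromosome 22, in the windows from 1.8 to 2 Mb and from 2.2 to 2.4 Mb. They held 3.5 and 2.5 open regions in WT and 18.5 and 14 in mutants (limma, log2 changes 2.12 and 2.11, adjusted p = 3.42e-06 and 6.29e-05, higher in 2 of 2 mutants). The window between them, from 2 to 2.2 Mb, held 2 and 12.5 (adjusted p = 0.0242). In the first of these windows, WT libraries held 13 each at 24 hpf and 16 and 14 after injection. On chromosome 8 from 34.8 to 35 Mb, 0 regions were open in WT and 9 in mutants, and on chromosome 15 from 0.8 to 1 Mb, 0.5 and 9. The largest fall was on chromosome 9 from 44.2 to 44.4 Mb, from 11 open regions in WT to 3.5 in mutants (log2 change −1.42, SE 0.242, adjusted p = 0.0245). Other falls were on chromosome 9 from 42.2 to 42.4 Mb (8 to 3), chromosome 24 from 24.4 to 24.6 Mb (14 to 6), chromosome 10 from 23.8 to 24 Mb (5.5 to 2), chromosome 11 from 29.2 to 29.4 Mb (8.5 to 3.5), chromosome 7 from 15.8 to 16 Mb (7 to 3), chromosome 18 from 26.8 to 27 Mb (9 to 4) and chromosome 19 from 9.6 to 9.8 Mb (10.5 to 5). With whole lists, the 3 windows on chromosome 22 turned to log2 changes of −0.06, −0.07 and −0.24. Counts of fewer and more rose to 53 and 55 without mutant replicate 1 at 24 hpf and to 51 and 53 without replicate 2, and were 0 to 4 and 2 to 15 without any 1 of the other 10 libraries.

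In injected embryos, 156 windows had more and 117 had fewer open regions in mutants (limma). The window on chromosome 8 from 34.8 to 35 Mb again held 0 open regions in WT and 6.5 in mutants (log2 change 2.90, SE 0.574, adjusted p = 0.0192). Rises were also seen on chromosome 2 from 19.8 to 20 Mb (0 to 6), chromosome 23 from 16.2 to 16.4 Mb (1 to 6), chromosome 17 from 42.2 to 42.4 Mb (1.5 to 6.5) and chromosome 7 from 55 to 55.2 Mb (1 to 5). With whole lists, those on chromosomes 2, 23 and 17 turned to log2 changes of −0.04, −0.18 and −0.54. The largest fall was on chromosome 24 from 22.8 to 23 Mb, from 10.5 to 1.5 (log2 change −2.52, SE 0.46, adjusted p = 0.0167), followed by chromosome 5 from 17.8 to 18 Mb (5.5 to 0.5) and from 10.2 to 10.4 Mb (5.5 to 1), chromosome 16 from 34.6 to 34.8 Mb (5.5 to 1) and from 49 to 49.2 Mb (11.5 to 3.5), chromosome 9 from 45.2 to 45.4 Mb (8.5 to 2.5), chromosome 18 from 3.6 to 3.8 Mb (5.5 to 1.5) and chromosome 10 from 39.4 to 39.6 Mb (6.5 to 2). Both strata at 48 hpf shared 9 windows with more open regions, against 0.853 for independent lists, and 5 with fewer, against 0.362. Both lists of calls came from 1 fit that shares its estimate of the spread per window. They are therefore not independent, and the overlap cannot be read as a repeat in separate embryos. Of the windows called in uninjected embryos, 25 of 30 and 16 of 17 had the same sign after injection. Counts of fewer and more fell to 0 and 0 without injected WT replicate 1 or injected mutant replicate 1, to 3 and 22 without injected WT replicate 2 and to 9 and 1 without injected mutant replicate 2. The fit to these 4 libraries alone gave 0 and 0.

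**Figure D4:**
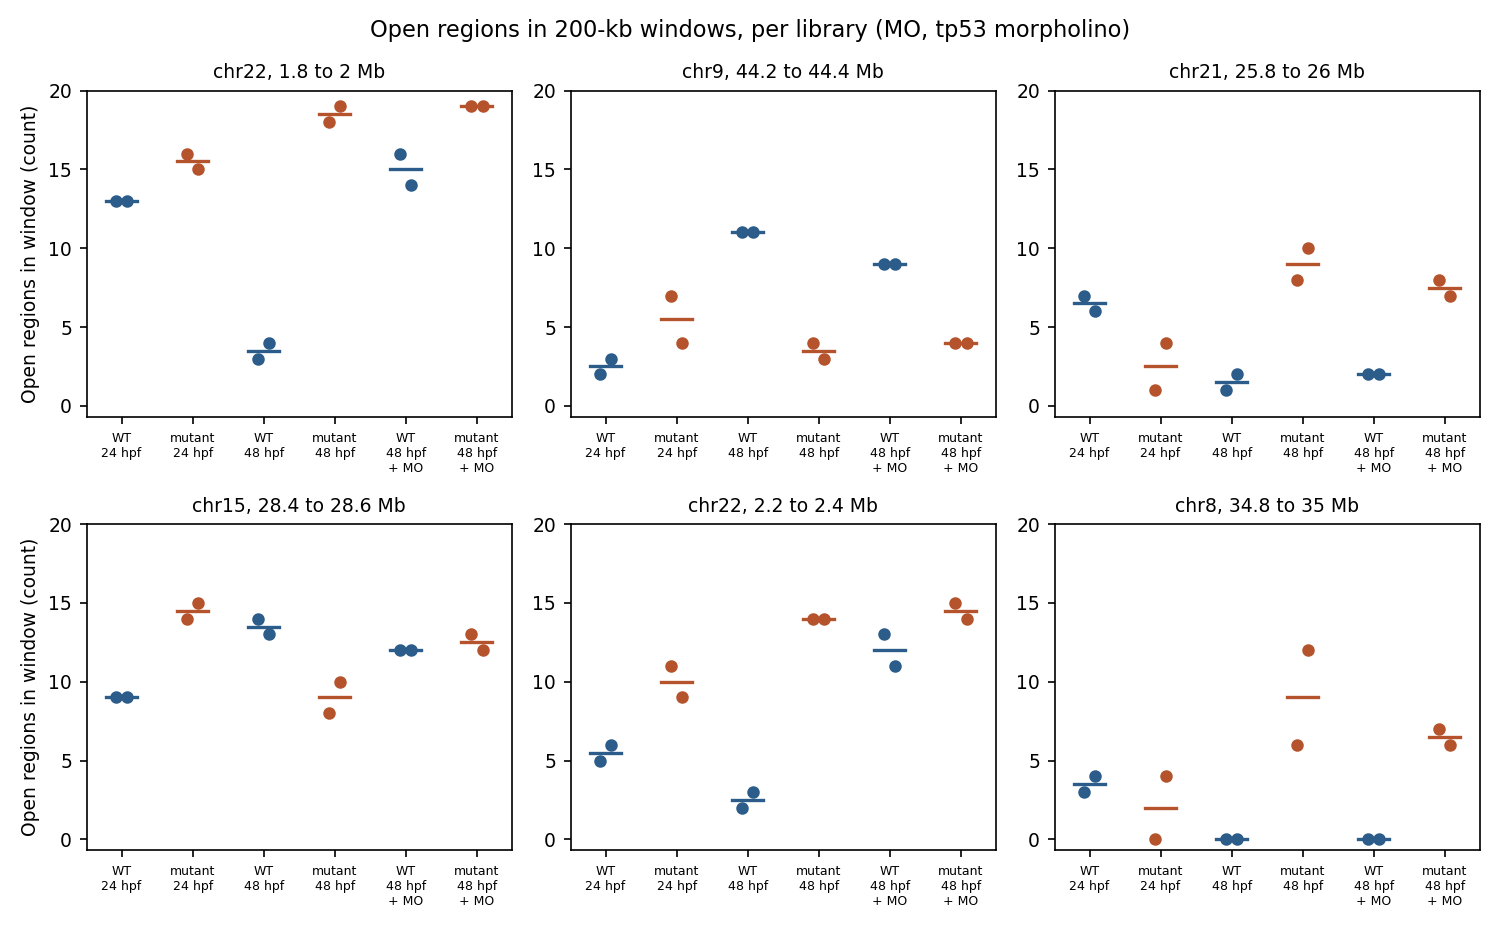
Open regions (count) in 6 windows of 200 kb, by group. Points are libraries and lines means of 2, with WT in blue and ctcf mutants in orange. On chromosome 22 the uninjected WT libraries at 48 hpf hold 3 and 4 open regions from 1.8 to 2 Mb, where all other libraries hold 13 to 19.

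Whether the genotype effect itself differed between strata was tested with the interaction terms of the limma fit. Between 48 and 24 hpf, 2 windows had a higher and 2 a lower effect at 48 hpf (275 and 353 at an unadjusted p under 0.05), and between injected and uninjected embryos 0 had a higher and 2 a lower effect after injection (294 and 250). The larger number of windows called in injected than in uninjected embryos is thus not matched by the test of the difference, which 2 windows passed.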

Values the study reported

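For the ATAC-seq data, the paper reported 56 differentially accessible regions (DARs) in ctcf mutants at 24 hpf, of which 21 were increased and 35 decreased. At 48 hpf it reported 18,744 DARs, 18,138 of them decreased and 606 increased. It found CTCF bound at 7.6% of the increased and 40.3% of the decreased DARs. For injected mutants it reported that increased DARs no longer carried the p53 motif, with no effect on differential accessibility as a whole. Its nominal ATAC-seq depth was 100 M paired reads of 49 bp for each sample. The DAR values rest on read counts and on a different test and threshold, so they are not set against the counts of regions given here.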

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

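The tests of the ctcf genotype for decreased regions and of poorer mutant lists at 48 hpf were chosen only after the results they concern had been seen, the latter with its value already known, and for the tests against other splits, fixed in advance, only the bounds were. The tests of poorer mutant lists replaced earlier ones whose sides, counts or score gaps were not matched, 2 at 48 hpf (3.65%, and 4.74%, whose outcome known counts had already settled) and 2 at 24 hpf (6.78% and 8.19%), and that at 24 hpf was fixed before its own values were seen.

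Decreased regions outnumbered increased ones at 48 hpf, 3339 to 745. Mutant lists were poorer at this stage (−log10 p at rank 50000 of 9.47 to 15.9, against 20.6 and 21.5 in WT), which could remove weak regions, but as the whole source they are argued against by single uninjected lists, of which the better against the poorer mutant list (score gap 6.46) gave an excess of decreased over increased regions of 975, or 38.3% of the 2548 of WT replicate 1 against the better mutant list (gap 5.61). Against the poorer mutant list, at wider gaps (12.1 and 11.1), WT replicates 1 and 2 gave larger excesses (3443 and 3877). With the better mutant list they gave 2548 and 3005, so the excess rose with the score gap. The injected lists gave an excess of 466 between mutants (gap 4.38) and 2470 for WT replicate 1 against the better mutant list, at a wider gap (8.10). Against the poorer injected mutant list, WT replicates 1 and 2 gave 2975 and 3104, against 2470 and 2968 with the better one. Chance was tested for changed regions of both directions together, which does not test the excess of decreased ones. As many came from only 1 of the 35 splits at 48 hpf (1397 changed regions, highest other 8). Over the strata it was 1 of the 27 combinations (9264, highest other 7864), the genotype one in each case. Both tests argue against chance at the smallest p their splits can give, and they share the 8 libraries at 48 hpf. The ctcf genotype, as a hypothesis, needed the regions to be open less often in injected mutants. The lowest WT share exceeded the highest mutant share by 64.7 percentage points. Injected mutant lists were poorer as well (score gaps of 8.10 to 15.3), and poorer lists would act in the same direction. This direction therefore does not tell the 2 apart, and a part of the excess that comes from list scores stays open.

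At 24 hpf, 1489 regions were decreased although pairs of WT and mutant libraries shared as many open regions (62.1%) as the mutant replicates (60.3%). Poorer mutant lists as the whole source of the excess of decreased over increased regions are argued against by single lists. The better against the poorer mutant list (score gap 1.12) gave 3933 decreased and 3093 increased regions, an excess of 840. That is 41.3% of the 2033 of WT replicate 2 against the better mutant list (gap 0.941), which gave 4017 and 1984. Decreased regions alone were about as many in both (3933 and 4017). For their number, single lists thus do not tell list scores from genotype. Both WT lists against the poorer mutant list, at wider gaps (1.98 and 2.06), gave no larger excess (1972 and 1850), while a part of the excess that comes from list scores stays open. The looser threshold of these lists, alike in both genotypes, was not tested, and the ctcf genotype remains a hypothesis. It needed an overlap with the regions decreased at 48 hpf above that of independent lists, which was 17.1 times theirs. Those lists were not matched on WT rank, so part of this overlap may come from rank. Mutant lists also scored lower than WT lists at both stages (gaps of 0.858 to 2.06 and of 4.64 to 12.1). Poorer lists would act in the same direction, so the overlap does not tell them from the genotype.

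In 6 runs of neighbouring regions (14 regions, with 2 runs on chromosome 22, of which that from 6532560 to 6621894 was missing from 6 libraries), peaks that ranked within the top 10000 in some libraries were missing from the whole lists of others. Neither the genotype (0% of runs part WT from mutants) nor the stratum of processing (0%) accounts for them. The stratum rule asked for the same state in all 4 libraries of a stratum, so processing of a single group was not tested. In 4 of the 6 runs (66.7%) the replicates of at least 1 group differed, so a sequence difference between single embryos, such as a deletion or a repeat too diverged to map, is a candidate explanation. In the other 2, both uninjected WT libraries at 48 hpf stood alone, as the only libraries that lacked the run on chromosome 23 from 43720641 to 43738694 and the only ones that listed that on chromosome 3 from 60111416 to 60196857, which a difference between single embryos does not give by itself. The runs are few, no share expected from random loss of peaks was computed, and peak calling or mapping stays open.

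Genotype effects that differed between strata by the limma interaction test were found in 5 windows, named after their values were seen. On chromosome 22 from 1.8 to 2 Mb the log2 effect was larger at 48 than at 24 hpf by 1.89 (adjusted p = 0.000873) and differed by −1.80 between injected and uninjected embryos (adjusted p = 0.00151), with effects of 0.24, 2.12 and 0.32 at 24 hpf, 48 hpf and after injection. Both calls were kept without any 1 of the 12 libraries. Both were lost with the top 25000 and the top 100000, with windows of 100 kb 0 windows passed, and with whole lists the difference after injection turned to 0.03 (0.12 for the window from 2.2 to 2.4 Mb). The neighbouring window from 2.2 to 2.4 Mb differed by −1.86 after injection (adjusted p = 0.0136), a call that 5 of the 12 fits without 1 library kept and that was lost without WT replicate 1 or any 1 of the mutant libraries of uninjected embryos at 48 hpf or without any 1 of the 4 injected libraries. On chromosome 9 from 44.2 to 44.4 Mb the effect at 48 hpf minus that at 24 hpf was −2.29, on chromosome 21 from 25.8 to 26 Mb it was 3.26, and on chromosome 15 from 28.4 to 28.6 Mb it was −1.17 (adjusted p = 0.0336 for each, limma). Without mutant replicate 2 at 24 hpf the calls on chromosomes 9 and 21 were kept, and without any 1 of the other 11 libraries both were lost. That on chromosome 15 was lost without any 1 of the 12.

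Sequences outside chromosomes 1 to 25, which the comparisons did not use, also held changed regions, above the other splits of the same libraries. Of 1790 such regions, 38 changed at 24 hpf (31 decreased and 7 increased, highest other split 6). At 48 hpf 66 changed (47 and 19, highest other split 0), and after injection 72 (43 and 29, highest other split 3).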

How the results depend on the processing

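Chosen only after the results were seen were the alternatives for regions changed by the morpholino, the random draws matched on WT rank, and the leaving out of libraries for the sum over strata, the split of 8 libraries and the clusters. Of 219 values under other settings, 85 stayed within their spread or within 1.5 times of a count, 131 moved, 3 lost their threshold and 0 reversed; of 248 with a library left out, 113 stayed and 135 moved. Decreased regions outnumbered increased ones in every stratum under every setting run, and the genotype split gave the most changed regions with the top 25000 (5090 over the strata, 706 in the split of 8 libraries) and the top 100000 (56414 and 7820). Where values moved, the cause was not tested unless stated. Gene list, motif and promoter alternatives were not run. The lists give no read counts, which limits what absence from a list can show.

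Region counts follow the ranks chosen, given as decreased and increased regions at 24 hpf, at 48 hpf and in injected embryos. They were 640 and 41, 1777 (increased within 1.5 times) and 1543 (likewise) with the top 25000. They were 7708 and 3921, 14252 and 7743, 14514 and 8276 with the top 100000 (open and absent at the same rank), and 3884 and 1969, 7937 and 5612, 7834 and 5906 without a margin at rank 50000, both looser rules by construction. Whole lists, of unequal length, gave 38099 and 8400, 31997 and 3902, 45716 and 2456. Fixed windows of 200 bp gave 408, 1258 and 1271 increased regions. With the morpholino, regions lost and gained in WT and then in mutants were 189 lost in WT, 44 and 70 in mutants (top 25000), 6123 and 6940, 3805 and 4645 (top 100000), 3852 and 4048, 2033 and 2489 (no margin), 9739 and 13579, 7613 and 4157 (whole lists) and 1157 and 745, 967 and 634 (fixed windows), with 563 gained in WT and 152 lost in mutants when ranked by fold.

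Differences in shares (WT minus mutant, percentage points) kept their sign. For decreased regions they were 36.9, 33.2 and 29.6 at 24 hpf and 62.2, 53.9 and 53.2 in injected embryos with the top 25000, the top 100000 and no margin. For increased regions they were −9.0 (top 100000) and −11.6 (no margin) at 24 hpf and −24.1 (top 100000) in injected embryos. For regions gained by WT they were 24.5 and 24.8 against uninjected and 23.2 and 24.3 against injected mutants with the top 100000 and no margin, and 43.0 against injected mutants with the top 25000. For regions lost by WT they were −12.7 and −16.3 against uninjected, and −12.9 and −17.6 against injected mutants. The share of decreased regions near another, minus that in random draws, was −0.715 at 15 kb, −1.73 at 60 kb (3 clusters) and −1.69 with matched draws, none of these past the threshold.

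Window counts (limma) depended on most settings, given as fewer and more at 24 hpf, at 48 hpf and in injected embryos, then lower and higher effects at 48 minus 24 hpf and after injection, for those that moved. With the top 25000 they were 2 and 0, 31 and 50, 57 and 57, 0 and 0, and 0 lower. With the top 100000 they were 1 and 1, 8 and 4, 55 and 47, 0 and 0, 0 and 1. Whole lists gave 0 more at 24 hpf, 8 and 1, 0 and 0, 0 and 1, and 1 lower. An adjusted p under 0.01 left 0 more at 24 hpf, 0 and 2, 1 and 6, 0 and 1, and 1 lower, as a stricter threshold must. A mean of 1 or more open regions gave 0 more at 24 hpf, 3 and 13, 0 and 1, and 1 lower, and a mean of 5 or more 44 fewer at 48 hpf and 5 lower at 48 minus 24 hpf. The 4 libraries of a contrast alone gave 0 more at 24 hpf, 43 and 46, 0 and 0, with fewer libraries to estimate the spread. Windows of 100 kb gave 1 and 5, 43 fewer at 48 hpf, 0 and 0, and 0 lower, and windows of 500 kb 1 more at 24 hpf, 35 fewer at 48 hpf, 94 more in injected embryos, 0 and 1. The replicate block gave 9 fewer at 48 hpf and 0 and 1 at 48 minus 24 hpf.

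Leaving out 1 library relaxes the rule for regions, so their counts rose: 2322 to 2582 decreased and 256 to 1185 increased at 24 hpf, 4022 to 5716 and 1216 to 2871 at 48 hpf, 4029 to 4937 and 1027 to 2644 in injected embryos, 10257 to 13767 over the strata, 1506 to 1692 in the split of 8 libraries and 1 to 2 clusters. With the morpholino they were 626 to 866 lost and 565 to 831 gained in WT, 317 to 1005 and 485 to 1479 in mutants. Differences in shares were 34.5 to 49.2 and 56.4 to 67.6 points for decreased, −16.1 to −7.35 and −34.6 to −19.1 for increased regions at 24 hpf and in injected embryos, 28.1 to 42.4 and 27.6 to 37.8 for regions gained, and −12.3 to −6.05 and −12.8 to −6.80 for regions lost by WT against uninjected and injected mutants. Windows, with the lone library assumed to vary like the other groups, were 0 to 9 fewer and 0 to 3 more at 24 hpf, 0 to 53 and 2 to 55 at 48 hpf, 0 to 195 and 0 to 215 in injected embryos, 0 to 3 lower and 1 to 4 higher at 48 minus 24 hpf, and 1 to 2 lower after injection. The 195 and 215 windows came without mutant replicate 2 at 24 hpf, and without replicate 1 they were 191 and 208.

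For single named regions and windows, 329 of 472 values under other settings kept direction and call, 131 lost the call and 12 reversed; with a library left out 197 of 408 kept it and 211 lost it. Reversed log2 changes with whole lists were −0.369 on chromosome 18 from 17.2 to 17.4 Mb and −0.0804 on chromosome 9 from 14.6 to 14.8 Mb (24 hpf), −0.0628, −0.237 and −0.0726 on chromosome 22 from 1.8, 2 and 2.2 Mb (48 hpf), −0.0437, −0.181 and −0.543 on chromosomes 2, 23 and 17 (injected), 0.00215 on chromosome 15 from 28.4 to 28.6 Mb (48 minus 24 hpf), and 0.0338 and 0.124 on chromosome 22 from 1.8 and from 2.2 Mb (after injection). With the top 100000, chromosome 7 from 15.8 to 16 Mb turned to 0.0424 at 48 hpf. Named windows gave no value where a filter removed them or where windows were of another size.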

Other observations

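All comparisons of this part were chosen after the data had been examined.

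The 63 regions on chromosome 22 from 1.8 to 2.4 Mb were set apart in 1 group. Of these, 6 and 10 were open in the uninjected WT libraries at 48 hpf, against 24 to 50 in the other 10 libraries. Peaks were not missing there, since 88.9% and 96.8% of the 63 regions were in the whole lists of these WT libraries, against 79.4% to 100% in the others. Chromosome 22 also held 43 of the 745 regions increased at 48 hpf, 3.69% of its regions open in both mutants, against 1.94% over all chromosomes. The share was also higher at 24 hpf (1.63% against 0.257%), but in injected embryos it was 1.61% (20 regions) against 1.56%. Decreased regions at 48 hpf made up from 6.68% of the WT-open regions on chromosome 20 to 10.4% on chromosome 4. Whether their spread over chromosomes differs from that of the fewer increased regions was not tested.

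Mutants at 48 hpf shared as many open regions with mutants at 24 hpf (56.7%, 52.7% to 62.0% over 8 pairs) as with WT at 48 hpf (54.7%, 50.4% to 58.2% over 16 pairs), the ranges overlapping. WT at the 2 stages shared 54.2% (51.3% to 56.5% over 8 pairs), and mutants at 24 hpf with WT at 48 hpf 49.1% (44.6% to 51.9% over 8 pairs). Pairs reuse the same libraries, so these values carry no test.

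Of the decreased regions, 14.1% at 24 hpf, 45.5% at 48 hpf and 55.0% after injection were in neither whole mutant list. Of the increased regions, 21.9%, 11% and 2.93% were in neither whole WT list. List length differed with both stage and genotype: mutant lists held 304595 and 456660 peaks at 24 hpf and 137454 to 235416 at 48 hpf, against 432891 and 515298, and 221525 to 253197, in WT. The 421 regions decreased at 48 hpf and absent from WT at 24 hpf lay within 30 kb of another of their set in 6.65% of cases, against 2.62% in random draws matched on WT rank (0 to 6.18% per draw). The draws were matched on rank and not on the state at 24 hpf. The value therefore does not tell a trait of decreased regions from one of regions that WT gained between the stages. The other sets stayed within their draws. For the 1995 regions outside the sets by state at 24 hpf it was 9.17% against 11.9% (8.92% to 15.2%), for the 836 it was 5.14% against 5.21% (2.15% to 8.13%) and for the 90 it was 0% against 0.558% (0 to 8.89%). Single strong regions missing from whole lists numbered 244, of which 2 parted the genotypes and 79.9% differed between replicates of a group.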
